# Dietary Inclusion of Hydrolyzed *Debaryomyces hansenii* Yeasts Modulates Physiological Responses in Plasma and Immune Organs of Atlantic Salmon (*Salmo salar*) Parr Exposed to Acute Hypoxia Stress

**DOI:** 10.3389/fphys.2022.836810

**Published:** 2022-03-28

**Authors:** Byron Morales-Lange, Brankica Djordjevic, Ashwath Gaudhaman, Charles McLean Press, Jake Olson, Liv Torunn Mydland, Luis Mercado, Mónica Imarai, Mathieu Castex, Margareth Øverland

**Keywords:** blood, distal intestine, gill, immunological markers, RNAseq, short-term stress, yeast-based products

## Abstract

Stress related to salmon aquaculture practices (handling, sub-optimal nutrition, diseases, and environmental problems) may compromise fish welfare. This study describes the effects of two hydrolyzed *Debaryomyces hansenii* yeast-based products (LAN4 and LAN6) on physiological and immune responses of Atlantic salmon (*Salmo salar*) parr exposed to short hypoxia stress. A commercial-like diet (control diet: CD) and two experimental diets (CD supplemented with 0.1% of either component LAN4 or LAN6) were fed to fish for 8 weeks. At the end of the feeding experiment, fish were exposed to 1-min hypoxia and samples were collected at 0, 1, 3, 6, 12, and 24 h post-stress. Results showed that plasma cortisol reached a peak at 1 h post-stress in CD and LAN6 groups, whereas no significant increase in cortisol levels was detected in the LAN4 group. Moreover, the LAN6 group enhanced IL-10 responses to hypoxia, when compared to the control and LAN4 group. This suggests a regulation of immunosuppressive profiles in fish fed LAN4. Hypoxia stress increased TNFα in all groups, which indicates that fish may compensate for the short-term stress response, by modulating innate immune molecules. The apparent suppression of hypoxia responses in the LAN4 group coincided with the detection of differences in goblet cells size and Muc-like proteins production in DI; and upregulation (1 h post-stress) of pathways related to oxygen transport, hemoglobin complex, and glutathione transferase activity and the downregulation of fatty acid metabolism (6 h post-stress) in gills. To conclude, a 1-min hypoxia stress exposure affects the response to stress and immunity; and *D. hansenii*-based yeast products are promising components in functional aquafeeds for salmon due to their ability to counteract possible consequences of hypoxic stress.

## Introduction

Aquaculture is a continuously expanding global industry. However, the rapid growth and the subsequent intensification in this sector causes increased stress incidences and increased risk of infectious diseases, which leads to large economic losses (Kiron, 2012; Food and Agriculture Organization of the United Nations, 2020).

Different processes related to salmonid farming such as transportation, grading, vaccination, and handling, where fish are taken out of the water or are exposed to low dissolved oxygen concentrations, can cause short-term stress, which deteriorates fish welfare (Braithwaite and Ebbesson, 2014; Peterson et al., 2019) due to negative synergistic effects on the physiological response of the fish (e.g., immune response) (Catalán et al., 2019; Reid et al., 2019).

Preventive measures and good husbandry practices are important for the sustainable growth of aquaculture. Nutrition and the use of functional feeds can help to alleviate stress. They can prevent immune suppression, as certain feed components can reduce the risk of diseases, and improve health and overall fish welfare. Modulation of the immune system by functional ingredients has previously been shown in several teleost fish such as Chinook salmon (*Onchoryhnchus tshawytscha*), rainbow trout (*Oncorhynchus mykiss*), African catfish (*Clarius gariepinus*), gilthead sea bream (*Sparus aurata*), European sea bass, (*Dicentrarchus labrax*), tilapia (*Oreochromis niloticus*), turbot (*Scophthalmus maximus*), and Indian carp (*Labeo rohita*). Moreover, in Atlantic salmon (*Salmo salar*), it has already been reported that functional ingredients or additives can beneficially impact health by modulating the respiratory burst of head kidney macrophage, controlling profiles associated with soybean meal-induced enteritis (SBMIE), and improving the robustness of the fish against various infectious agents (e.g., *Neoparamoeba perurans* and piscine myocarditis virus) (Torrecillas et al., 2012; Meena et al., 2013; Martinez-Rubio et al., 2014; Fuchs et al., 2017; Mullins et al., 2020; Agboola et al., 2021a; Rawling et al., 2021).

Among different functional ingredients, microbial ingredients (e.g., non-*Saccharomyces* yeast such as *Cyberlindnera jadinii*, *Blastobotrys adeninivorans*, and *Wickerhamomyces anomalus* or its cell components) are gaining increased interest in aquafeeds during recent years (Torrecillas et al., 2012; Ochangco et al., 2016; Øverland and Skrede, 2017; Glencross et al., 2020; Rawling et al., 2021). Yeast contains a wide range of microbe-associated molecular patterns (MAMPs) (e.g., α-glucan, β-glucan, α-mannan, and nucleic acids) (Navarrete and Tovar-Ramírez, 2014), which act on host pattern recognition receptors (PRRs) such as Toll-like receptors (TLRs) and C-type lectin receptors (CLRs), activating cells of the immune system (Whyte, 2007). Furthermore, these molecules can modulate the immune response of salmonids, which induces both local effects in the intestine (strengthening the intestinal barrier and increasing resistance to infectious pathogens) and systemic effects, by regulating pro- and anti-inflammatory cytokines, effector molecules, and coordinating antigen-presenting cells (Schmitt et al., 2015; Sahlmann et al., 2019; Morales-Lange et al., 2021).

A promising non-*Saccharomyces* yeast candidate as a functional ingredient for aquafeeds is *Debaryomyces hansenii.* This yeast has been isolated from different sources such as soil, seawater, foods, and clinical samples (Wrent et al., 2015). In different animal groups (from invertebrates to higher vertebrates), it has been described that *D. hansenii* possesses probiotic properties, which induces gut microbiota modulation [e.g., increasing operational taxonomic units (OTUs) of intestinal bacteria and promoting high colonization of the digestive tract], enhanced animal survival against pathogen challenges such as *Amyloodinium ocellatum* and *Vibrio anguillarum*, and stimulating the humoral immune response of the host (Reyes-Becerril et al., 2008; Caruffo et al., 2015; Angulo et al., 2018, 2020). Furthermore, selected inactivated fractions from this yeast by heat or hydrolysis (e.g., cell wall components and polyamines) have also shown immunomodulatory properties, increasing both phagocytic ability, and the production of nitric oxide in leukocytes, in addition to inducing the expression of immune-related genes such as NFκB, IL-1β, and TNFα (Angulo et al., 2018, 2020).

The main objective of this study was to evaluate the effect of two different hydrolyzed *D. hansenii* yeast-based products on plasma biomarkers and immune organs of Atlantic salmon after exposure to short-term hypoxia stress. This knowledge will facilitate the inclusion of bioactive components based on *D. hansenii* in functional feeds for salmonids, with the potential to modulate stress-related responses in fish exposed to challenging conditions.

## Materials and Methods

### Experimental Design

The experiment was carried out at the Center for Sustainable Aquaculture at the Norwegian University of Life Sciences, Ås, Norway. All animals were treated according to the laws and regulations for experiments on live animals in the EU (Directive 2010/637EU) and Norway (FOR-2015-06-18-761).

A total of 540 Atlantic salmon pre-smolts (35 g initial body weight; GEN-innOva^®^ GAIN from AquaGen AS; Trondheim, Norway) were randomly distributed in nine circular tanks (300-L fiberglass tanks with averaged 14.5°C recirculated fresh water at a flow rate keeping the oxygen level above 80% saturation). The experiment lasted 7 weeks, starting with 5 weeks of winter regime 8/16 h (L/D) and ending with 2 weeks of 24-h light. All units were controlled by OxyGuard water quality monitoring and control systems for aquaculture (OxyGuard International A/S, Denmark). No significant changes in water quality were detected.

Each tank was randomly allocated one of three experimental diets (in triplicate): a commercial-like diet (control diet: CD), and two experimental diets, where the control diet was supplemented with 0.1% of either compound LAN4 or LAN6 (hydrolyzed *D. hansenii*-based products from Lallemand SAS, France). The diets were produced by extrusion and subsequent vacuum coating with fish oil at the Centre for Feed Technology, Norwegian University of Life Sciences (Ås, Norway). The composition of each diet is described in Table 1, and the morphological characterization, composition, and origin of both hydrolyzed *D. hansenii*-based products are shown in Table 2.

**TABLE 1:** Diets composition.

Ingredient (%)	CD	LAN4	LAN6
Fish meal^a^	39	39	39
Soy protein concentrate^b^	24.67	24.67	24.67
Wheat gluten^c^	3.34	3.34	3.34
Wheat^d^	11.8	11.8	11.8
Fish oil^e^	8.09	8.09	8.09
Rapeseed oil^f^	9	9	9
Premix^g^	2.85	2.85	2.85
*Debaryomyces hansenii* (LAN4)^h^	0	0.1	0
*Debaryomyces hansenii* (LAN6)^h^	0	0	0.1
Water correction	1.24	1.14	1.14
Yttrium oxide^i^	0.01	0.01	0.01

*^a^LT Fish meal, Norsildmel AS, Bergen, Norway.*

*^b^Soy protein concéntrate, Tradkon SPC HC-200, Sojaprotein, Becej, Serbia.*

*^c^Wheat gluten, Amilina AB, Panevezys, Lithuania.*

*^d^Wheat, Norgesmøllene, Bergen, Norway.*

*^e^Fish oil (28 % EPA + DHA), Nordsildmel AS, Bergen, Norway.*

*^f^Rapeseed oil, AAK, Karlshamn, Sweden.*

*^g^Premix (vitamineral-p-AA-kolin), BioMar AS, Norway.*

*^h^Debaryomyces hansenii, Lallemand, France.*

*^i^Yttrium oxide, Metal Rare Earth Limited, Shenzen, China.*

**TABLE 2:** Characterization of hydrolyzed *D. hansenii*-based products.

	LAN4	LAN6
Cell size (μm)	3.2 ± 0.5	3.5 ± 0.6
Cell wall thickness (nm)	143.1 ± 35.7	119.2 ± 24.8
α-glucans (% w/w)	19.2	6.6
β–glucans (% w/w)	40.8	19.3
Mannans (% w/w)	7.4	14.8
Mannans length (nm)	83	105
Ratio βglucans/Mannans	5.5	1.3
Origin	Marine	Dairy

*% w/w, expressed as % of dry matter.*

Fish were fed 10% excess for 7 weeks using automatic belt feeders (6 h a day) with a feeding level of 2% of body weight. After 7 weeks of feeding period, 42 Atlantic salmon per dietary group were distributed into seven tanks (6 fish/tank). Fish were acclimatized and continued to feed on their respective diets for 1 more week until the exposure to an acute hypoxia stress challenge.

The acute hypoxia stress challenge applied was described by Djordjevic et al. (2021a). Briefly, for each dietary treatment, a pre-stress group was sampled, and then, short-term hypoxia was inflicted by netting the fish out of the experimental tanks for 1 min and afterward placing them back into their respective tanks. After the stressful condition, six fish per diet and sampling time (0 h: immediately after stress, 1, 3, 6, 12, and 24 h post-stress exposure) were randomly netted out, sedated using 15 mg L^–1^ MS222, previously neutralized with sodium hydrogen carbonate (EMSURE^®^ ACS, Reag.Ph Eur) and sampled for blood within 5 min from the moment they were placed into the sedation bath. Approximately 1 ml of blood was withdrawn from the caudal vein using 2-ml heparinized syringes. The blood samples were separated by centrifugation (3,000 × g; 5 min), and then, the plasma was aliquoted into 1.5-ml sterile Eppendorf tubes and stored at −80°C until analysis. Thereafter, each fish was killed by a quick blow to the head, measured for body weight, and dissected to obtain distal intestine (DI) and gill samples (from the left-hand-side second gill arch). For histology, DI samples were placed in 10% neutral buffered formalin for 48 h at room temperature and then processed according to the routine histological procedures. For molecular analysis, samples of DI and gill were immediately placed in RNA later, stored overnight at 4°C, and then kept at −80°C.

### Plasma Parameters

Plasma levels of cortisol and glucose were assayed in duplicate per sample by a competitive enzyme-linked immunosorbent assay (ELISA) Cortisol assay kit (Ab108665, Abcam) and a Glucose assay kit (Ab65333, Abcam) using a SpectraMax microplate reader (Molecular Devices) and according to the manufacturer’s instructions.

To detect immunological markers in plasma (TNFα; IL-10), an indirect ELISA was performed according to the study of Morales-Lange et al. (2021). Briefly, total proteins were quantified using the BCA Protein Assay Kit (Pierce) following the manufacturer’s instructions. Then, each plasma sample was diluted in NaHCO_3_ (60 mM pH 9.6) and seeded (by duplicate) in a 96-well plate (Nunc) at 50 ng μl^–1^ (100 μl) for overnight incubation at 4°C. After, 200 μl of Pierce Clear Milk Blocking Buffer 1x (BioRad) was incubated for 2 h at 37°C. Next, 100 μl of the primary antibody (Table 3) was added and incubated for 90 min at 37°C. After successive washes with PBST (PBS with 0.2% Tween 20), the secondary antibody was incubated for 60 min at 37°C (goat anti-mouse IgG-HRP diluted 1: 5,000). Finally, after several washes with PBST, chromagen substrate 3,3′,5,5′-tetramethylbenzidine single solution (TMB, Thermo Fisher Scientific) was added (100 μl) and incubated for 20 min (in dark) at room temperature (RT). The reaction was stopped with 50 μl of 1 N sulfuric acid and read at 450 nm on a SpectraMax microplate reader (Molecular Devices).

**TABLE 3:** Primary antibodies for indirect enzyme-linked immunosorbent assay (ELISA).

Molecule	Source	Dilution	References
TNFα	Mouse	1:500	Morales-Lange et al., 2021
IL-10	Mouse	1:500	Morales-Lange et al., 2021
Muc-like proteins	Mouse	1:400	Djordjevic et al., 2021b

### Distal Intestine

Histological sections of DI were prepared following routine histology procedures. In brief, formalin-fixed DI samples were dehydrated, embedded in paraffin wax, sectioned at 5 μm thickness, dried in an oven overnight at 37°C, and stained with hematoxylin and eosin (HE) and periodic acid Schiff (PAS). Sections were examined by light microscope (Zeiss Axio Lab.A1, Carl Zeiss, Germany) for the measurement of morphological parameters: villi simple fold length, goblet cells size, and goblet cell area according to the study of Djordjevic et al. (2021a). Furthermore, Muc-like proteins were detected in DI samples. For this, each DI sample was mechanically homogenized (with metal beads) in RIPA buffer (1:4) and then, total proteins were quantified through the BCA Protein Assay Kit. Thereafter, the indirect ELISA protocol was as follows: the samples were diluted in NaHCO_3_ (60 mM pH 9.6) and seeded by duplicate in a 96-well plate (100 μl at 50 ng μl^–1^) for overnight incubation (4°C). The next day, 200 μl of blocking buffer (1x) was incubated (2 h at 37°C), and then, the primary antibody against Muc-like proteins (Table 3) was added (100 μl) and incubated (90 min at 37°C). After successive washes with PBST, the secondary antibody (goat anti-mouse IgG-HRP diluted 1: 5,000) was incubated (60 min at 37°C) and washed (with PBST). TMB was added (100 μl) and incubated for 20 min (in dark) at RT. The reaction was stopped with 50 μl of 1 N sulfuric acid and read at 450 nm on a SpectraMax microplate reader.

### RNA Sequencing

Gill samples from CD and LAN4 groups (3 fish per diet and sampling time: pre-stress, 1 h post-stress, and 6 h post-stress) were used to determine the gene expression by RNA sequencing (RNA-seq). Briefly, total RNA was extracted using the RNeasy Mini Kit (Qiagen) following the supplier’s instructions. Each RNA sample was quantified using a NanoDrop™ 8000 spectrophotometer (NanoDrop Technologies). RNA integrity was measured by Agilent Bioanalyzer 2100 (all samples showed an RNA integrity number ≥ 7). Thereafter, RNA-seq was performed by the Norwegian Sequencing Center (UiO, Norway) using Illumina NovaSeq 6000 System (150 bp paired-end RNA sequencing).

### Data Analysis

Data analysis (means, standard deviation, and multiple comparisons test) and graphical presentation of the results were done using GraphPad Prism 8.0.2 (San Diego, CA, United States). One-way ANOVA with a Dunnett’s multiple comparison *post-hoc* test was used to compare each post-stress time point with the pre-stress group (per diet). Furthermore, Tukey’s multiple comparison test was used to compare the different diets within each time point. Differences were considered significant at *p* < 0.05.

Correlation coefficients were calculated using the corrplot package in R (Wei, 2021) among the different parameters by diet. The correlations were considered significant at *p* < 0.01 (degrees of freedom = 6).

RNA-seq raw data analysis was performed using nf-core rnaseq v3.3 (Ewels et al., 2020). Cleaned reads were aligned to *Salmo salar* genome SSAL_v3.1 (GenBank assembly accession: GCA_905237065.2). Fragment mapping was counted using featureCounts (subread v1.5.1), and differentially expressed genes (DEGs) were estimated using the SARTools R package (v1.7.3). Significant DEGs were determined when the adjusted *p*-value (padj) was < 0.05. ShinyGO v0.741 (Ge et al., 2020) was used to perform the enrichment analysis and functional classification of DEGs. Term categories (FDR < 0.05) were displayed and sorted by fold enrichment (minGSSize = 2).

## Results

### Health Status and Growth Performance

During the trial, no mortality was recorded, and no significant differences in final body weight were observed between the dietary groups (CD: 103.6 g ± 15.8, LAN4: 108.7 g ± 17.7, LAN6: 104.4 g ± 19.2).

### Plasma Biomarkers

Plasma cortisol results (Figure 1A) showed that the baseline levels (pre-stress groups) were as follows: 169.08 ± 77.38 ng ml^–1^ (CD), 152.38 ± 97.67 ng ml^–1^ (LAN4), and 57.04 ± 21.58 ng ml^–1^ (LAN6). Compared to their respective baseline levels, CD and LAN6 groups showed a significant increase in cortisol at 1 h post-stress (1,749.68 ± 806.99 ng ml^–1^ and 1,238.51 ± 419.41 ng ml^–1^, respectively). In comparison, the LAN4 group did not show a significant increase in cortisol during the post-stress period; however, a significant decrease was measured in this dietary group at 0 (34.83 ± 9.54 ng ml^–1^), 6 (60.36 ± 27.50 ng ml^–1^), and 24 h (35.25 ± 24.97 ng ml^–1^) post-stress (compared to the pre-stress group). In addition, by comparing the different diet groups within the sampling time, a significantly higher level of cortisol was detected in LAN4 in the pre-stress group (compared to LAN6). Nevertheless, LAN4 had a lower cortisol level (369.78 ± 29.04 ng ml^–1^) compared to CD at 1 h post-stress.

**FIGURE 1:**
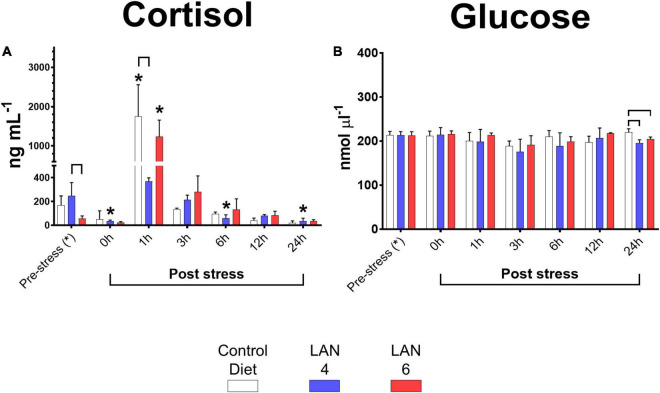
Circulating cortisol and glucose in the plasma of Atlantic salmon exposed to acute hypoxia stress. **(A)** Cortisol (ng ml^–1^). **(B)** Glucose level (nmol μl^–1^). Sampling times: pre-stress, 0 h (immediately after stress), 1, 3, 6, 12, and 24 h post-stress. In white, CD. In blue, LAN4. In red, LAN6. Each bar: *n* = 4. *: Significant differences (*p* < 0.05) compared with pre-stress group (from each diet). Bracket: significant differences (*p* < 0.05) among dietary groups within sampling time (CD, LAN4, and LAN6, respectively).

Regarding plasma glucose levels (Figure 1B), at 24 h post-stress, both diets with the inclusion of *D. hansenii* showed lower glucose levels (LAN4: 195.59 ± 7.31 nmol μl^–1^ and LAN6: 204.19 ± 5.00 nmol μl^–1^) than CD (219.71 ± 8.24 nmol μl^–1^).

The analysis of cytokines in plasma samples (Figure 2) showed that TNFα secretion (Figure 2A) increased in all groups at 3 h post-stress (CD: 2.15-fold ± 0.38, LAN4: 2.00-fold ± 0.09, LAN6: 1.89-fold ± 0.23), 6 h post-stress (CD: 1.90-fold ± 0.26, LAN4: 1.39-fold ± 0.16, LAN6: 1.76-fold ± 0.12), and 24 h post-stress (CD: 1.79-fold ± 0.12, LAN4: 1.57-fold ± 0.15, LAN6: 1.86-fold ± 0.23) compared to their respective pre-stress group. Comparison between diets showed that LAN4 had significantly lower TNFα levels compared to CD and LAN6 at 6 h post-stress.

**FIGURE 2:**
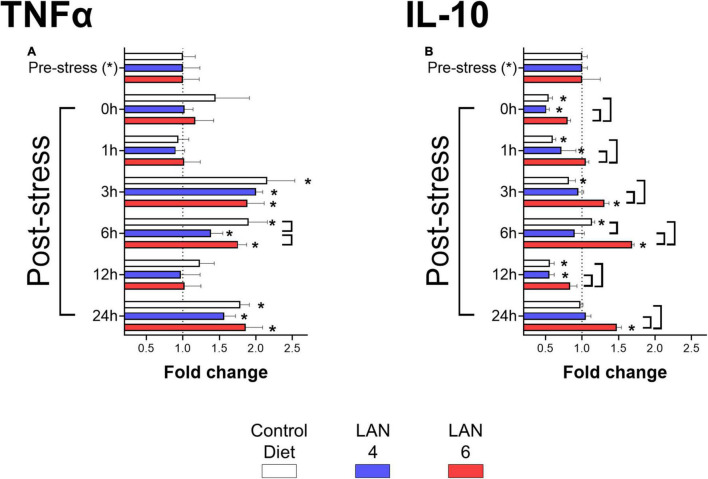
Immunological biomarkers in plasma of Atlantic salmon exposed to acute hypoxia stress. Sampling times: pre-stress, 0 h (immediately after stress), 1, 3, 6, 12, and 24 h post-stress. In white: CD. In blue: LAN4. In red: LAN6. Each bar: *n* = 4. *: Significant differences (*p* < 0.05) compared with pre-stress group (from each diet). Bracket: significant differences (*p* < 0.05) between dietary groups at the same sampling time (CD, LAN4, and LAN6, respectively). **(A)** TNFα. **(B)** IL-10. **(A,B)** Data obtained from ELISA are expressed as fold change related to the pre-stress group of each diet.

In the case of IL-10 (Figure 2B), the results showed that in the CD group, IL-10 levels increased at 6 h post-stress (1.14-fold ± 0.04) and decreases at 0 (0.54-fold ± 0.05), 1 (0.60-fold ± 0.04), 3 (0.82-fold ± 0.09), and 12 h (0.60-fold ± 0.06) post-stress compared to the pre-stress group (1.00-fold ± 0.07).

Whereas LAN4 showed a decrease of IL-10 at 0 (0.51-fold ± 0.04), 1 (0.51-fold ± 0.04), and 12 h (0.55-fold ± 0.07) post-stress (compared to pre-stress group), LAN6 showed increased levels at 3 (1.31-fold ± 0.06), 6 (1.68-fold ± 0.03), and 24 h (1.48-fold ± 0.06) post-stress (compared to the pre-stress group: 1.00-fold ± 0.25). Finally, the analysis by sampling time showed that LAN6 had higher levels of IL-10 than CD and LAN4 (at 0, 1, 3, 12, and 24 h post-stress), and the CD group had higher levels than LAN4 at 6 h post-stress.

### Biomarkers in the Distal Intestine

Morphometric data (Figure 3) from DI showed significant differences in villi simple fold length between diets at 1 h post-stress (LAN4: 1.14-fold ± 0.11 and LAN6: 0.90-fold ± 0.12) and 6 h post-stress (CD: 1.14-fold ± 0.11 and LAN4: 0.90-fold ± 0.12). Moreover, whereas in the goblet cell area, a significant difference was only detected at 6 h post-stress (increased value in LAN4: 2.18-fold ± 0.53, compared to CD: 0.60-fold ± 0.53 and LAN6: 0.74-fold ± 0.28). Several differences were detected for goblet cell size. In this parameter, an increase in the size of these cells was detected at 1 h post-stress in LAN4 (1.59-fold ± 0.29), compared to the pre-stress group (1.00-fold ± 0.17), and a decrease at 3 h post-stress in LAN6 (0.60-fold ± 0.15), compared to the pre-stress group (1.00-fold ± 0.10). Similarly, the analysis between the different diets showed that in the LAN6 group at 1 (0.95-fold ± 0.20), 3 (0.60-fold ± 0.15), and 6 h (0.78-fold ± 0.06), there was a smaller goblet cell, compared with LAN4 at the same post-stress sampling times (1.59-fold ± 0.29, 0.94-fold ± 0.19, 1.34-fold ± 0.32, respectively), and with CD at 3 h post-stress (1.26-fold ± 0.15). Representative histology images are shown in Supplementary Data Sheet 2.

**FIGURE 3:**
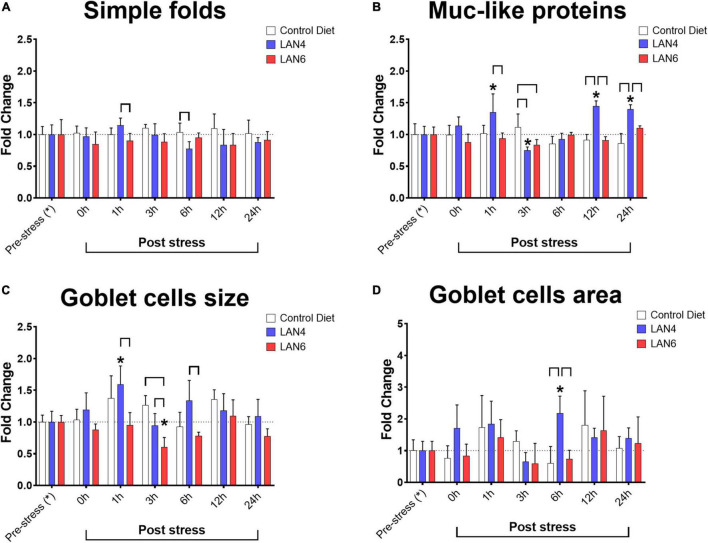
Morphometric of PAS-stained tissue sections and detection of Muc-like proteins in the distal intestine from Atlantic salmon. Sampling times: pre-stress, 0 h (immediately after stress), 1, 3, 6, 12, and 24 h post-stress. In white: CD. In blue: LAN4. In red: LAN6. Each bar: *n* = 4. *: Significant differences (*p* < 0.05) compared with pre-stress group (from each diet). Bracket: significant differences (*p* < 0.05) between dietary groups at the same sampling time (CD, LAN4, and LAN6, respectively). **(A)** Simple folds. **(B)** Muc-like proteins. **(C)** Goblet cell size. **(D)** Goblet cell area. **(A–D)** Data are expressed as fold change related to the pre-stress group of each diet.

The detection of Muc-like proteins showed differences in LAN4 at 1 (increase 1.35-fold ± 0.29), 3 (decrease 0.75-fold ± 0.05), 12 (increase: 1.45-fold ± 0.08), and 24 h (increase: 1.40-fold ± 0.07) post-stress compared to baseline levels (pre-stress). Comparison between diets within sampling time showed that CD group had a higher level of Muc-like proteins at 3 h post-stress (1.12-fold ± 0.21) compared to LAN4 (0.75-fold ± 0.05) and LAN6 (0.84-fold ± 0.08). In addition, the LAN4 group had higher levels of these proteins at 1, 12, and 24 h post-stress, compared with CD (at 12 h: 0.91-fold ± 0.09 and 24 h: 0.86-fold ± 0.15), and LAN6 (at 1 h: 0.88-fold ± 0.12, 12 h: 0.91-fold ± 0.06 and 24 h: 1.10-fold ± 0.03).

### Correlations

The correlation among the different parameters (Figure 4) showed that cortisol levels in CD and LAN6 were significantly positively correlated (0.98). Moreover, glucose levels in LAN4 and LAN6 were also positively correlated (0.92). Regarding immunological markers, TNFα showed a significant positive correlation among all different diets (CD| L4 = 0.91, CD| L6 = 0.94, L4| L6 = 0.92).

**FIGURE 4:**
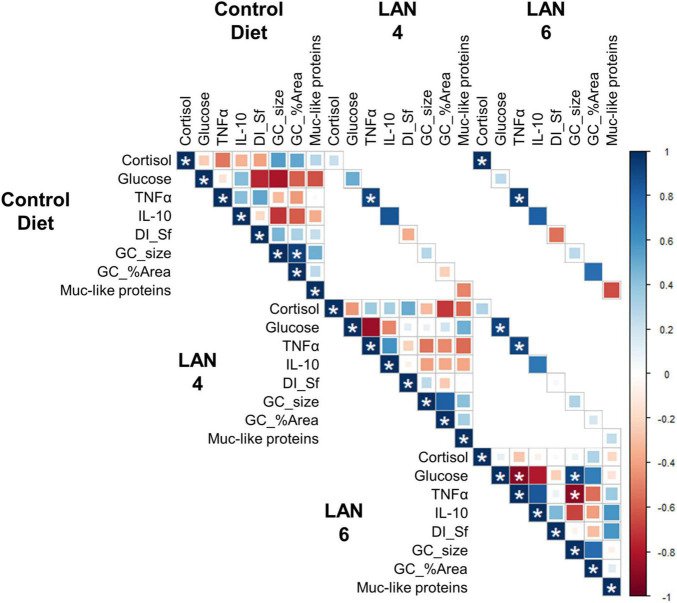
Correlation analysis among the different parameters (cortisol, glucose, TNFα, IL-10, DI simple folds, goblet cells size, goblet cells area, and Muc-like proteins). All the parameters that are significantly correlated (*p* < 0.01) are denoted by *. Degrees of freedom = 6. In blue: positive correlation. In red: negative correlation.

In LAN6, TNFα was significantly negatively correlated with plasma glucose (−0.90) and goblet cell size (−0.90). In addition, goblet cell size was positively correlated with plasma glucose (0.92).

### RNA-Seq in Gills

The comparison between LAN4 and CD showed that among the different sampling time points (pre-stress group, 1 h post-stress, and 6 h post-stress), DEGs were more upregulated than downregulated (Table 4): 238 upregulated DEGs and 125 downregulated DEGs were detected in the pre-stress group. 

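Gill RNA of 3 fish per diet and sampling time was sequenced as paired-end reads, which gave 18 libraries. The fish had eaten CD, or CD with 0.1% of the LAN4 product, for 7 weeks and 1 week of acclimatization, and those sampled at 1 h and 6 h had then been held out of the water for 1 min. For each library, the authors deposited the number of fragments that featureCounts assigned to each of 69389 genes of the salmon genome assembly, without normalization. The counting was reverse-stranded, and fragments that mapped to several places or to overlapping genes were not counted. The 12 pre-stress and 1 h post-stress libraries held between 10128626 and 19851609 counted fragments, and the 6 libraries of 6 h post-stress held between 14686078 and 15102528. In each 6 h library the counts stopped partway along the genome when the chromosomes were taken in order of length. The last gene with a count started at position 62635149 of chromosome 17 in CD replicate 1, at 22612263 of chromosome 17 in CD replicate 2 and at 19315181 of chromosome 26 in CD replicate 3. In LAN4 it started at 15517462 of chromosome 24 in replicate 1, at 20263762 of chromosome 17 in replicate 2 and at 27910264 of chromosome 22 in replicate 3. On the shorter chromosomes 0 fragments were counted, and up to these positions between 68.0% and 76.4% of the genes of the partly counted chromosome had a count. In all 18 libraries, 16 of the 29 chromosomes were counted along their whole length (complete chromosomes), and the other 26774 genes (38.6%) lie elsewhere. DEGs were called here with the quasi-likelihood test of edgeR on TMM-normalized counts of the 33433 genes left by its filter on low counts, with all 18 libraries in one model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, as in the paper, which states no fold-change threshold.

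**Figure D1:**
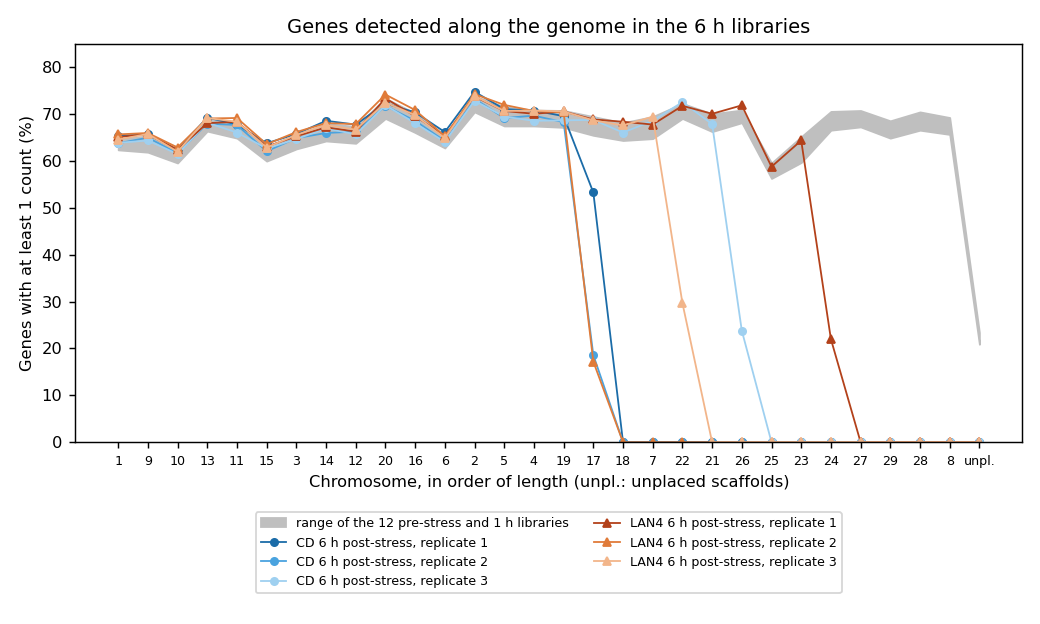
Percentage of genes with at least 1 count on each chromosome, with the chromosomes in order of length and the unplaced scaffolds last. Lines are the 6 libraries of 6 h post-stress and the grey band is the range of the 12 other libraries. The lines fall to 0 between chromosome 17 and chromosome 24.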

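In the pre-stress group, 1 gene was higher in LAN4 than in CD and 0 genes were lower, while 2394 genes had an unadjusted p under 0.05. The gene was LOC123724424 (ENSSSAG00000121310, chromosome 10, from 50589569 to 50591943), named here after its values were seen because its mean expression lies below the minimum set for naming genes. It had 0 counts in each of the 3 CD pre-stress fish and between 22 and 31 in the 3 LAN4 pre-stress fish, which makes it at least 10.2-fold higher in LAN4 (adjusted p = 0.0125 by edgeR). Its adjusted p lay between 3.67e-10 and 0.128 over the alternatives. In the other 4 groups its counts lay between 25 and 75. Deviations of same-numbered CD and LAN4 libraries from their group means had a correlation of 0.129 across genes, which are not independent replicates. Same-numbered LAN4 libraries of pre-stress and 1 h gave -0.122. The value of 0.129 thus does not show that the numbers pair the fish. With the replicate number as a block in the model, 0 genes were called and 2285 had an unadjusted p under 0.05. The alternative that moved the result most, chosen after seeing the data, was DESeq2 on the 6 pre-stress libraries alone, with 238 genes higher and 124 lower in LAN4.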

At 1 h post-stress, 73 upregulated DEGs and 33 downregulated DEGs were detected, and at 6 h post-stress, the highest number of modulated DEGs was detected (686 upregulated and 421 downregulated).

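At 1 h post-stress, 3 genes were higher and 1 was lower in LAN4 than in CD, and 2143 genes had an unadjusted p under 0.05. The 3 higher genes lie side by side on chromosome 27, between 10533315 and 10564750, where none of the 6 h libraries has counts. LOC123730988 (ENSSSAG00000096214) was measured at 47.9 ± 1.29 CPM (counts scaled to library size; SD, n = 3) in LAN4 and 9.25 ± 1.18 in CD, a log2 fold change of 2.36 (standard error 0.24, adjusted p = 0.0315 by edgeR). LOC123730958 (ENSSSAG00000115503) had 0 counts in each CD fish at 1 h and between 629 and 736 in the LAN4 fish, at least 237-fold higher (adjusted p = 0.00047). The gene between them, abcb3 (ENSSSAG00000042201), had 0 counts in each CD fish at 1 h and between 200 and 259 in the LAN4 fish, at least 82.7-fold higher (adjusted p = 0.000435), and is named after its values were seen. The CD fish sampled at pre-stress had between 515 and 1218 counts of LOC123730958 and between 273 and 566 of abcb3. The lower gene, ENSSSAG00000059318 on an unplaced scaffold, had between 18 and 43 counts in LAN4 and between 1028 and 1616 in CD, a log2 fold change of -5.63 (standard error 0.58, adjusted p = 0.0315). Over the alternatives, the highest adjusted p was 0.00709 for LOC123730958 and 0.0052 for abcb3, while for LOC123730988 it was 0.315 and for ENSSSAG00000059318 it was 0.289.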

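At 6 h post-stress, 0 genes were called in either direction, with 5192 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0965 by edgeR. Same-numbered libraries of the diets were correlated at 0.191 across all genes and at 0.021 across the genes of complete chromosomes. With the replicate number as a block, 0 genes were called and 5088 had an unadjusted p under 0.05. With only the genes of complete chromosomes in the model, a setting chosen after seeing the data, 118 genes were higher and 18 lower in LAN4. By the rule used for naming genes, the largest increases in that setting were those of LOC106605378 (ENSSSAG00000042892, chromosome 5), LOC106600715 (ENSSSAG00000089935, chromosome 3) and palmdb (ENSSSAG00000068661, chromosome 19). The gene with the largest of these, LOC106605378, from 57496205 to 57514065, was measured at 8.05 ± 2.35 CPM (SD, n = 3) in LAN4 and 1.43 ± 0.969 in CD, a log2 fold change of 2.46 (standard error 0.47, adjusted p = 0.0363 by edgeR). The log2 fold changes of LOC106600715 and palmdb were 2.37 and 2.00 (adjusted p = 0.0492 and 0.0344). The largest decreases were those of ENSSSAG00000102345 on chromosome 19 (log2 fold change -1.68), LOC106570129 on chromosome 14 (ENSSSAG00000078337, -1.29) and ENSSSAG00000065233 on chromosome 3 (-1.29). The last of these was measured at 908 ± 192 CPM in LAN4 and 2203 ± 318 in CD (adjusted p = 0.0434). In the model of all genes, each of these 6 genes had an adjusted p of 0.0965.

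**Figure D2:**
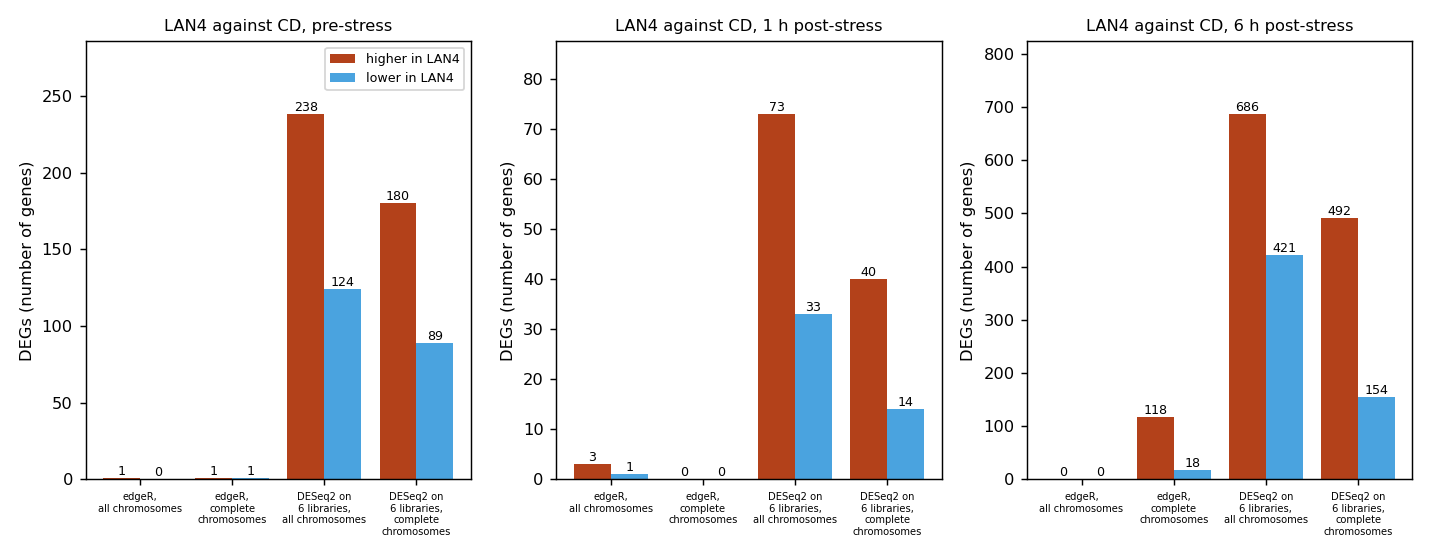
Number of DEGs higher and lower in LAN4 than in CD at each sampling time (bars, labelled with the number of genes) with edgeR on all 18 libraries and with DESeq2 on the 6 libraries compared, for all chromosomes and for complete chromosomes. At 6 h the number higher in LAN4 was 0 with edgeR on all chromosomes and 686 with DESeq2 on all chromosomes; the vertical scales differ between the panels.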

**TABLE 4:** Significant differentially expressed genes (DEGs) and term enrichment per comparison.

LAN4 | CD	DEGs		Term Enrichment	
		
	Upregulated	Downregulated	Upregulated	Downregulated
Pre-stress	238	125	130	0
1 h post-stress	73	33	29	0
6 h post-stress	686	421	208	144

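The gene lists behind the GO terms were not used here. In their place, 13 families of genes were defined by gene symbol or synonym. Each stands for a kind of term that Figure 5 shows, such as collagens, creatine kinases, hemoglobins and glutathione transferases. Genes of the deposited files were paired with RefSeq symbols by position. This matched 34219 genes and gave 8934 of them a symbol or synonym other than a LOC number. Members without a match or known only by a LOC number could not be found. A member was found for 11 of the families, and none for RNA polymerase I termination or UDP-glucose 4-epimerase. Each family was tested for its share of the DEGs with a one-sided Fisher's exact test against the 7456 named genes tested, with adjustment over 66 tests. The single gene called at pre-stress has no symbol, so 0 members of any family were among the DEGs and each adjusted p was 1. Among the alternatives of the DEG lists, the one that moved this most, chosen after seeing the data, was DESeq2 on the 6 pre-stress libraries, with which the glycolytic enzymes had an adjusted Fisher p of 0.00442 (3 of 18 members among the genes higher in LAN4) and the collagens 0.0815 (2 of 20 members).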

The enrichment analysis and functional classification of DEGs in the gills (Table 4) between LAN4 and CD in the pre-stress group showed only upregulated terms (130) in LAN4. 

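Among the 3 genes higher in LAN4 at 1 h post-stress, abcb3 was the only one with a symbol, and it belongs to none of the families, so each adjusted Fisher p was 1. With DESeq2 on the 6 libraries of 1 h, chosen after seeing the data, 1 of the 2 hemoglobin genes tested, hbb1, was called and the adjusted Fisher p of the family was 0.0298. The adjusted Fisher p of the hemoglobins lay between 0.0298 and 1 over the alternatives of the DEG lists. In the same setting, 1 of the 8 glutathione transferase genes, gstr, was called, and its family stayed above the threshold.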

The same trend was observed at 1 h post-stress (30 upregulated terms). However, at 6 h post-stress, both upregulated and downregulated terms (208 and 144, respectively) were detected. 

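With 0 genes called at 6 h post-stress in the model of all 18 libraries, no family could be over-represented in either direction there. With DESeq2 on the 6 libraries of 6 h, chosen after seeing the data, 5 of the 14 collagens it could test and 3 of the 3 creatine kinases were called higher in LAN4, with an adjusted Fisher p of 0.000845 for each family. On complete chromosomes only, these values were 3.96e-06 and 0.035. With all chromosomes, 0 galactose genes and 0 fatty acid elongases were among the genes called lower in LAN4 by DESeq2.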

The complete list of terms (enrichment FDR, number of genes, fold enrichment, and pathways) is shown in Supplementary Data Sheet 1. RNA-seq raw data are available in the Gene Expression Omnibus database (GEO-NCBI: GSE189236).

The top #30 terms per comparison showed that in the pre-stress group (Figure 5A), the upregulated terms (in LAN4) were mostly related to collagen fibril organization, phos/bisphosphoglycerate mutase activity, creatine kinase activity, glycolytic and gluconeogenesis process, metabolic and biosynthetic process, negative regulation of vasculature development, and extracellular matrix structural constituent. 

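Of the 20 collagen genes tested, 18 were higher in LAN4 than in CD at pre-stress, with a median log2 fold change of 0.50. None passed the adjusted threshold (0 genes), and 3 had an unadjusted p under 0.05. On complete chromosomes 9 of 11 were higher, and for 5 of these every LAN4 fish was above every CD fish, where chance gives 5% per gene. The collagen with the lowest p, col1a1a (ENSSSAG00000006686, chromosome 6, from 44754656 to 44777524), was measured at 2025 ± 356 CPM (SD, n = 3) in LAN4 and 1089 ± 403 in CD. Its log2 fold change was 0.93 (standard error 0.28, adjusted p = 0.524 by edgeR). Of the 9 collagens outside complete chromosomes, all but col21a1 (standard error 0.185) had wider errors in this model than those on complete chromosomes, such as col13a1 on chromosome 18 with a log2 fold change of 0.43 and a standard error of 1.66. As a set, tested with limma's camera against all other genes with adjustment over 33 tests, the collagens were higher in LAN4 (adjusted p = 0.000806). Of the 10 ways to part the 6 fish into 3 and 3, the real one included, 6 gave a camera p under 0.05 for this set. All 3 creatine kinase genes were higher in LAN4, with a median log2 fold change of 1.32 and an adjusted camera p of 0.0048, and 4 of the 10 ways gave a p under 0.05. For ckmt2, ckba and ckmb every LAN4 fish was above every CD fish, and ckba (ENSSSAG00000003466, chromosome 1) had 14.9 ± 1.06 CPM in LAN4 and 9.07 ± 2.47 in CD. The genes matched by symbol to phosphoglycerate mutase, pgam1 and pgam5, had log2 fold changes of -0.17 and -0.07 (standard errors 0.105 and 0.144). Both overlapped between the diets, and whether pgam5 has this enzyme activity was not checked. Of 18 glycolytic enzyme genes 7 were higher, with a median log2 fold change of -0.04, so the members were split. For pfkma, G3P, eno3, ENO3 and aldocb every LAN4 fish was above every CD fish. Their log2 fold changes were 1.47, 1.69, 1.23, 1.29 and 0.41. For eno1a and gpia every LAN4 fish was below every CD fish (-0.41 and -0.23). The score of 8 skeletal muscle marker genes on complete chromosomes, ckmb among them, was 1.24 higher in LAN4 than in CD (two-sided exact permutation p = 0.1, the smallest that 3 fish against 3 allow). The marker list held 37 names, and most had no match.

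**Figure D3:**
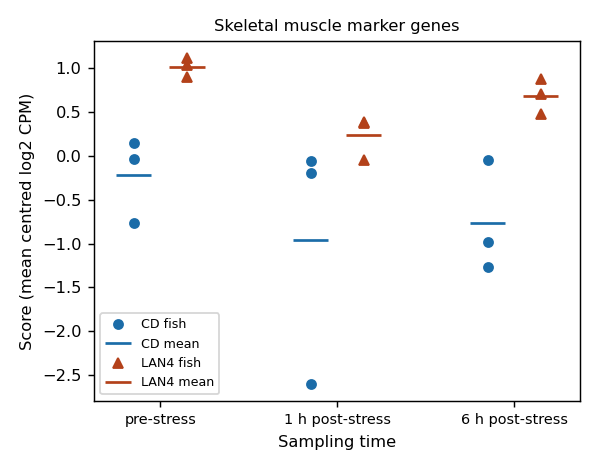
Score of 8 skeletal muscle marker genes (mean of their log2 CPM, each centred on its mean over the 18 libraries) for each fish, by diet and sampling time, with bars at the group means. Every LAN4 fish was above every CD fish of its sampling time.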

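Counts of 2 hemoglobin genes matched by symbol could be compared at 1 h post-stress, and both were higher in LAN4 than in CD. The first, hbb1 (ENSSSAG00000111938, chromosome 3, from 64142847 to 64143922), was measured at 145 ± 37.3 CPM (SD, n = 3) in LAN4 and 65.1 ± 22 in CD, a log2 fold change of 1.14 (standard error 0.42, adjusted p = 0.757 by edgeR). The second, hbae4 (ENSSSAG00000046009, chromosome 28), was measured at 9.12 ± 1.46 CPM in LAN4 and 6.11 ± 0.981 in CD, a log2 fold change of 0.56 (standard error 0.17). For both genes every LAN4 fish was above every CD fish. Hemoglobin genes without a symbol are not covered. ENSSSAG00000065233, named above as lower in LAN4 at 6 h, lies near hbb1 (from 64132728 to 64133649). It has no symbol and was in no family, and whether it is a hemoglobin was not tested. As a set, these 2 hemoglobins had an adjusted camera p of 0.000668 with a median log2 fold change of 0.85. Of the 10 ways to part the 6 fish, 3 gave a p under 0.05. Of 8 glutathione transferase genes, 6 were higher in LAN4, with a median log2 fold change of 0.36 and an adjusted camera p of 0.00318. For this set 5 of the 10 ways gave a p under 0.05. The member with the lowest p, gstr (ENSSSAG00000056150, chromosome 14, from 96517567 to 96524458), had 319 ± 60.6 CPM in LAN4 and 177 ± 43.6 in CD, a log2 fold change of 0.84 (standard error 0.24). Of 19 nuclear receptor genes, which include the receptors for retinoids, estrogen and fatty acids, 8 were higher in LAN4 with a median log2 fold change of -0.05. In these 3 families 0 genes passed the adjusted threshold, and 2 hemoglobins, 2 glutathione transferases and 0 nuclear receptors had an unadjusted p under 0.05.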

At 1 h post-stress (Figure 5B), the LAN4 group showed upregulated terms (compared to CD) associated with oxygen transport and carrier activity, hemoglobin complex, glutathione transferase activity, glutathione metabolic process, intracellular receptor signaling pathway, oxidation-reduction process, ligand-activated transcription factor activity, and sequence-specific DNA binding, among others.

**FIGURE 5:**
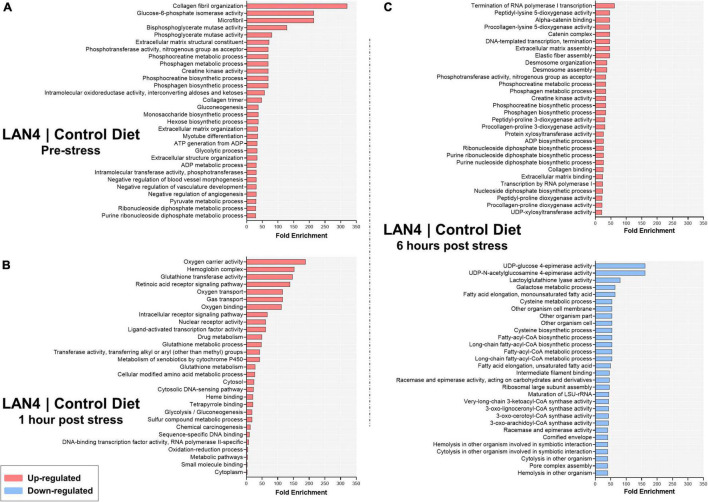
Top #30 terms significantly enriched (minGSSize = 2) in gills from fish fed LAN4 diet compared to fish fed control diet (CD). The list is ordered by fold enrichment. **(A)** Terms in LAN4 compared to CD at the pre-stress group. **(B)** Terms in LAN4 compared to CD at 1 h post-stress. **(C)** Terms in LAN4 compared to CD at 6 h post-stress. In red: upregulated terms. In light blue: downregulated terms.

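At 6 h post-stress, 9 of the 20 collagens tested and 3 of the 7 procollagen lysine and proline dioxygenases had at least 1 library with a count of 0. One of these, col4a1 on chromosome 25, had counts in a single LAN4 library and in no CD library. Of the 11 collagens on complete chromosomes, 10 were higher in LAN4 than in CD with a median log2 fold change of 0.85, and for 7 of them every LAN4 fish was above every CD fish, where chance gives 5% per gene. The collagen with the lowest p, col27a1a (ENSSSAG00000000840, chromosome 1, from 121407481 to 121773655), was measured at 13.0 ± 1.30 CPM (SD, n = 3) in LAN4 and 4.51 ± 1.10 in CD, a log2 fold change of 1.54 (standard error 0.43, adjusted p = 0.0965 by edgeR). As a set the collagens had an adjusted camera p of 0.000668, with 4 of the 10 ways to part the 6 fish giving a p under 0.05. The creatine kinases ckmt2, ckba and ckmb were higher by log2 fold changes of 2.20, 0.95 and 2.70, with an adjusted camera p of 0.000806 and a p under 0.05 in 3 of the 10 ways. Of them ckmb (ENSSSAG00000057721, chromosome 20) was measured at 34.2 ± 3.76 CPM in LAN4 and 5.27 ± 5.31 in CD. Among the dioxygenases on complete chromosomes 4 of 5 were higher, and p3h2 was lower with a log2 fold change of -0.33. The family had an adjusted camera p of 0.0867 with all chromosomes. On complete chromosomes only, a setting chosen after seeing the data, it was 0.0356. Of the 4 galactose genes, galm, galk1, galk2 and galt, all were lower in LAN4, with a median log2 fold change of -0.05, and 0 had an unadjusted p under 0.05. No gene could be matched to RNA polymerase I termination or to UDP-glucose 4-epimerase.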

The same analysis for 6 h post-stress samples (Figure 5C) showed that whereas the upregulation of terms was related to collagen, extracellular matrix assembly, termination of RNA polymerase I transcription, creatine kinase activity, metabolic or biosynthetic process, and dioxygenase activity, the downregulated terms were mainly associated with epimerase activity, galactose metabolic process, and fatty acyl-CoA metabolic or biosynthetic process.

## Discussion

Fish farming faces ongoing challenges during production related to multi-stressor conditions such as handling, sub-optimal nutrition, diseases, and environmental conditions. Hence, understanding the use of functional feeds in terms of stress and disease prevention can add to the further development of sustainable aquaculture.

The main goal of this study was to assess the health beneficial effects of functional feeds containing two different hydrolyzed *D. hansenii* yeast-based products and to understand their modulating properties, associated with the regulation and control of stress-related responses during short-term hypoxia. Studies have already shown that microbial ingredients such as yeast cell wall components have the ability to modulate stress responses in fish (Forsatkar et al., 2017; Fuchs et al., 2017; Herrera et al., 2019). However, these effects can vary and are dependent on the yeast origin, processing, and inclusion rate in particular (Reveco-Urzua et al., 2019; Agboola et al., 2021b; Hansen et al., 2021). In this study, we found that adding 0.1% of two different strains (marine and dairy origin) of *D. hansenii* to diets induced distinctive physiological responses after exposure to acute hypoxia stress. Short-term hypoxia increased plasma cortisol levels 1 h post-stress in Atlantic salmon (with a positive correlation between CD and LAN6 dietary groups). This is in accordance with our previous study (Djordjevic et al., 2021a). However, whereas the LAN6 group seems to maintain a cortisol profile similar to CD, in the LAN4 group, we did not observe an increase in cortisol in the post-stress period, although we detected that in the pre-stress group, the cortisol levels in the LAN4 group were higher than in the LAN6 group. These differences raise new questions. For example, acute hypoxia could be a stress condition that stimulates a beneficial or compensatory response for the fish (as occurred in CD and LAN6), that could even benefit the fish against future similar conditions, or the regulation of the host response (as in LAN4 group) can be a way to avoid the energy expenditure that is associated with stress-related responses. In most vertebrates, cortisol is the main circulating glucocorticoid released during a primary stress response. This hormone is critical for mediating the stress response and can induce both behavioral and metabolic pleiotropic effects (Ortega et al., 2021), and it is a classic marker for its evaluation. In Atlantic salmon, the previous studies have shown a typical pattern for this molecule. After acute stress exposure, the basal level of plasma cortisol (less than 100 ng ml^–1^) increases 1–3 h and then decreases to basal levels (Djordjevic et al., 2012, 2021a; Soleng et al., 2019).

In recent years, there is the possibility of mitigating the negative effects of stress and disease susceptibility of fish through the use of feed additives such as functional amino acids (refers to amino acids beyond serving as the building blocks for proteins and peptides, Wu, 2010; Andersen et al., 2016), minerals, and fatty acids (Herrera et al., 2019). Moreover, it has also been observed that β-glucans and other yeast cell wall components can reduce the cortisol levels in zebrafish, turbot, and trout in response to different stressors (Kenari et al., 2013; Forsatkar et al., 2017; Fuchs et al., 2017). Although how these molecules modify and modulate stress response in fish is still unclear, there are indications that functional feed components may have different modes of action inducing multi-systematic responses. Herrera et al. (2019) described that amino acids such as arginine (critical for the production of reactive nitrogen species) can regulate the activation of cellular defense mechanisms in stimulated macrophages in fish.

Furthermore, leucine, isoleucine, and valine (branched-chain amino acids: BCAA) play an important role in regulating protein synthesis in skeletal muscle. Interestingly, it has been reported that fish under stressful situations have shown an increase in proteolytic activity and a decrease in BCAA plasma levels, which suggests that dietary supplementation appears to be a promising strategy to mitigate negative stress effects in fish (Herrera et al., 2019). Tryptophan also plays a role in the regulation of the stress response, since it can be converted to serotonin (5-HT). In the brain, 5-HT is involved in the control of the HPI axis, and in fish, a correlation between 5-HT activity and plasma cortisol levels has been observed. Related to hormone precursors and neurotransmitters (thyroxine, triiodothyronine, epinephrine, norepinephrine, dopamine, and melanin), tyrosine is a common precursor of these hormones and can influence pigmentation development, feed intake, growth performance, immunity, and survival of fish (Herrera et al., 2019). Methionine levels could be modulated by both acute and chronic stressful conditions. This amino acid also plays a role in the antioxidant and immune status of animals as the precursor of cysteine, which is required for the synthesis of glutathione. Glutathione is well known for its reactive species scavenging function, which plays a protective role during stress conditions (Cheng et al., 2015). Minerals (selenium, manganese, and zinc) also can induce stress attenuation, since they are cofactors for essential enzymes related to the control of oxidative stress. The importance of fatty acids during the stress response is associated with the formation of eicosanoids such as prostaglandins, which can modulate the HPI axis activity in fish (Herrera et al., 2019).

The two strains of *D. hansenii* tested differed in origin, chemical composition, and physical characteristics (Table 2). We speculate that some of these differences, such as the amount of β-glucan and/or difference in cell wall thickness or structure, might be the reason for different modulations of stress and immune responses in fish after short-term hypoxia. Stress and the subsequent increase in cortisol have also been found to be negatively correlated with the number of taxa of the gut microbiome (Uren Webster et al., 2020). A possible explanation could be that the addition of prebiotics, which enhances the growth of specific microbiota, prevented the increase in cortisol levels in the blood (Talpur et al., 2014). Although we did not perform this analysis in this study, further studies should investigate the correlation between cortisol and microbiota after different stress exposures in Atlantic salmon fed microbial ingredients. Furthermore, the higher IL-10 production after the hypoxia stress in LAN6 and CD group compared to LAN4 indicates that LAN4 prevents the secretion of IL-10 by an unknown mechanism. IL-10 is a cytokine that acts by modulating processes associated with immunosuppression (Zou and Secombes, 2016).

Usually, glucocorticoids are strong immunosuppressive agents, and immune suppression is observed during high cortisol secretion. In this study, the LAN4 group showed no increase in cortisol and no increase in IL-10 levels. This finding suggests that the LAN4 could be a beneficial functional ingredient during multiple stress events, for example, when fish are fighting against infectious agents or when they are trying to respond efficiently to vaccination (Rodríguez et al., 2016). These situations make it interesting to evaluate *D. hansenii*-based products in future conditions such as chronic stress or after prolonged feeding times. Moreover, this would help to determine whether the regulation of cortisol secretion or the control of immunosuppressive profiles is beneficial or not for the fish in the different life stages of the animal or aquaculture production conditions.

Stress can enhance or suppress the immune response. An increase in TNFα and IL-10 levels in response to nano-encapsulated β-glucans has been reported in Atlantic salmon (Fredriksen et al., 2011). In this study, there was no difference in TNFα levels among diets. However, an increase of TNFα was detected at 3, 6, and 24 h post-stress in all diets (positively correlated), compared to the pre-stress group. This could be a conserved pattern of mobilization of the immune response during stressful events. In gilthead seabream, an *in vitro* study suggested that the adrenocorticotropin hormone (ACTH) can act independently of cortisol, which leads to increased TNFα mRNA levels in head kidney cells (Castillo et al., 2009). Nevertheless, more research is needed to further explain this phenomenon in Atlantic salmon.

In teleosts, mucosa-associated lymphoid tissues (MALTs) such as intestine (GALT) and gill (GIALT) are continually sensing information from the environment to guarantee the homeostasis necessary for fish survival. This important biological process can also be affected by stressor conditions, which impact health and animal welfare (Parra et al., 2015). In Atlantic salmon, it is known that short-term stress and cortisol can modulate the DI immune response (Niklasson et al., 2014; Djordjevic et al., 2021a) and the data from the present study reinforce this hypothesis. Morphometric changes related to goblet cells, which produce mucin proteins that act as a protective lubricant of the mucous layer against possible physical or chemical damage (Hur et al., 2016), were differentially modulated in CD and LAN diet groups. Whereas in the LAN4 group, fish displayed goblet cells with larger size (compared to those of the LAN6 group) and a higher level of DI Muc-like proteins (compared to the other dietary groups), LAN6 showed an opposite pattern, with the smallest goblet cells and a lower level of DI Muc-like proteins. We hypothesize that this response could be related to circulating cortisol since, in higher vertebrates, goblet cells secrete mucins stored in cytoplasmic granules, which results in small and thin goblet cells after stressful conditions (Johansson and Hansson, 2016). Moreover, in rainbow trout, Baumgarner et al. (2013) have described that short-term starvation stress is capable of inducing a decrease in the concentration of inhibitors that protect epithelia from enzymatic damage (e.g., serine proteases), compromising the ability of the mucosa to avoid bacterial infection in the intestine. Therefore, we propose that modulation of goblet cells and Muc-like proteins is a response of the fish to control or prevent intestinal damage after stress.

When analyzing the results, the LAN4 group showed different patterns of plasma biomarkers (no release of cortisol and IL-10) and DI parameters (goblet cells area and Muc-like proteins) compared to CD and LAN6. Stressors conditions can compromise the overall balance in the organism, increasing the demand for resources (e.g., a higher acquisition of food/energy) or inducing several physiological compensations to guarantee homeostasis. These processes can result in maladaptation (although this term is often associated with chronic stress), which indicates that the regulatory mechanisms in the animal have not been able to compensate for the effects of the stressor, which are very relevant in farmed animals, which includes fish subjected to artificial conditions (Balasch and Tort, 2019). To deepen our understanding of the molecular mechanisms behind these differences after hypoxia stress, we performed a transcriptomic analysis of gills using RNA-seq. Fish gills are important for many critical biological functions such as gas exchange, osmoregulation, excretion of nitrogenous waste, pH regulation, and hormone production (Herrero et al., 2018). Gills are also a relevant immune organ, which regulates interactions among the local microbiota and pathogens (Rességuier et al., 2020). In this organ, our data show that at 1 h post-stress, upregulation of genes related to biological pathways such as oxygen binding or transport, hemoglobin complex, oxidation-reduction process, metabolic pathways, and ligand-activated transcription factor activity occurred in fish fed LAN4. This suggests that LAN4 could modulate the response to short-term stress, seeking to guarantee fish homeostasis. 

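Between pre-stress and 1 h post-stress, hbb1 fell in CD by 1.09 on the log2 scale (standard error 0.42, adjusted p = 0.262 by edgeR) and changed by 0.01 in LAN4 (standard error 0.42). The difference between these changes was 1.10 (standard error 0.59, adjusted p = 0.707). At pre-stress it was measured at 140 ± 42.0 CPM (SD, n = 3) in CD and 141 ± 53.7 in LAN4. For hbae4 the difference between the changes was 0.65 (standard error 0.24, adjusted p = 0.591). At 6 h the mean log2 CPM of hbb1 differed by -1.05 between LAN4 and CD, with overlap between the diets (two-sided exact permutation p = 0.2). At 1 h, a score of 7 erythrocyte marker genes other than hemoglobin was higher in LAN4 by 0.31, and every LAN4 fish was above every CD fish (exact permutation p = 0.1). The list of these markers held 20 names, and most had no match.

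**Figure D4:**
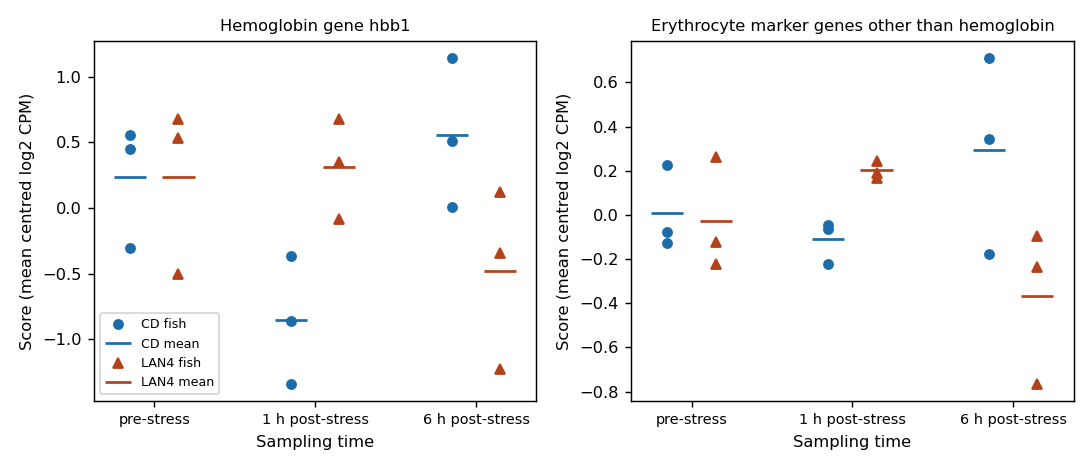
Centred log2 CPM of hbb1 (left) and score of 7 erythrocyte marker genes other than hemoglobin (right) for each fish, by diet and sampling time, with bars at the group means. At 1 h post-stress every LAN4 fish was above every CD fish in both panels, and at 6 h the LAN4 means were the lower ones.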

In mammals, it has already been reported that during hypoxic conditions, cells activate adaptive responses to match oxygen supply with the metabolic, bio-energetic process and redox demands by hypoxia-inducible factors (Majmundar et al., 2010). The upregulation of glutathione transferase activity and glutathione metabolism in the LAN4 group could also be associated with oxidative stress-tolerance (Peña-Llopis et al., 2003; Srikanth et al., 2013). Furthermore, it is interesting that at 6 h post-stress, the LAN4 group displayed downregulation of fatty acyl-CoA biosynthetic or metabolic process pathways, which could be involved in the modulation of fatty acid oxidation (Kumari, 2018), which prevents oxidative stress by reactive species production (Ly et al., 2017). 

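The change of gstr from pre-stress to 1 h post-stress was -0.76 in CD and 0.47 in LAN4 (log2, standard error 0.24 each). The difference between these changes was 1.23 (standard error 0.33, adjusted p = 0.533 by edgeR). For 6 of the 8 glutathione transferases the change was more positive in LAN4 than in CD, and the median difference was 0.39. In 0 of them did this difference pass the adjusted threshold, and in 2, gstr and mgst2, it had an unadjusted p under 0.05. At pre-stress gstr was measured at 303 ± 91.7 CPM (SD, n = 3) in CD and 226 ± 49.4 in LAN4, a difference within the spread between fish.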

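Of 6 very long chain fatty acid elongases matched by name, which lengthen fatty acyl-CoA, 2 had enough counts to be tested. At 6 h post-stress elovl6 (ENSSSAG00000074658, chromosome 5, from 28410333 to 28440982) was measured at 4.76 ± 0.689 CPM (SD, n = 3) in LAN4 and 7.49 ± 1.15 in CD. Every LAN4 fish was below every CD fish, with a log2 fold change of -0.64 (standard error 0.31, adjusted p = 0.358 by edgeR). The other, elovl1b (ENSSSAG00000006209, chromosome 16), had 174 ± 7.13 CPM in LAN4 and 173 ± 12.4 in CD, less than the spread between fish. Together they had an adjusted camera p of 0.325 with a median log2 fold change of -0.32, and 1 of the 2 was lower in LAN4.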

In fish, Atlantic salmon smolts exposed to an acute stressor (peracetic acid) were able to address oxidative stress (ROS imbalance), mobilizing systemic and mucosal defenses, by increasing the total antioxidant capacity in the plasma and modulating the gene expression of glutathione peroxidase, glutathione reductase, manganese superoxide dismutase, and copper or zinc superoxide dismutase in skin and gills (Soleng et al., 2019).

In summary, our study has shown that nutritional programming by the use of functional feed containing hydrolyzed *Debaryomyces hansenii* yeasts can be an interesting strategy to improve fish welfare in intensive aquaculture. Understanding mucosal responses to functional feeds in target organs such as gills and intestines during short-term stressors can open new avenues for monitoring fish health status. The results in this study showed that the *D. hansenii* yeast-based product (LAN4) was able to regulate the plasma secretion of cortisol and IL-10, in addition to modulating both the production of Muc-like proteins in DI and the gene expression of several metabolic pathways in Atlantic salmon. Based on these findings, we propose that inactivated D. hansenii yeast-based product (LAN4) could be a promising ingredient in functional feeds for salmon to mitigate stress-related responses.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189236.

## Ethics Statement

All animals were treated according to the laws and regulations for experiments on live animals in the EU (Directive 2010/637EU) and Norway (FOR-2015-06-18-761).

## Author Contributions

BM-L and BD conceived the study with extensive inputs from LTM, JO, and MØ. AG, BD, BM-L, CP, and MI performed the experiments and data analysis. LM produced and validated the antibodies. MC produced and characterized the yeasts. LTM and MØ acquired the funds for this investigation. BM-L and BD drafted the manuscript with substantial contributions from all other authors. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

MC was employee in Lallemand SAS. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Dietary Inclusion of Hydrolyzed Debaryomyces hansenii Yeasts Modulates Physiological Responses in Plasma and Immune Organs of Atlantic Salmon (Salmo salar) Parr Exposed to Acute Hypoxia Stress
**Source:** Front Physiol. 2022 Mar 28;13:836810. doi: 10.3389/fphys.2022.836810
**Supplement:** Supplementary file 1

Supplementary Material

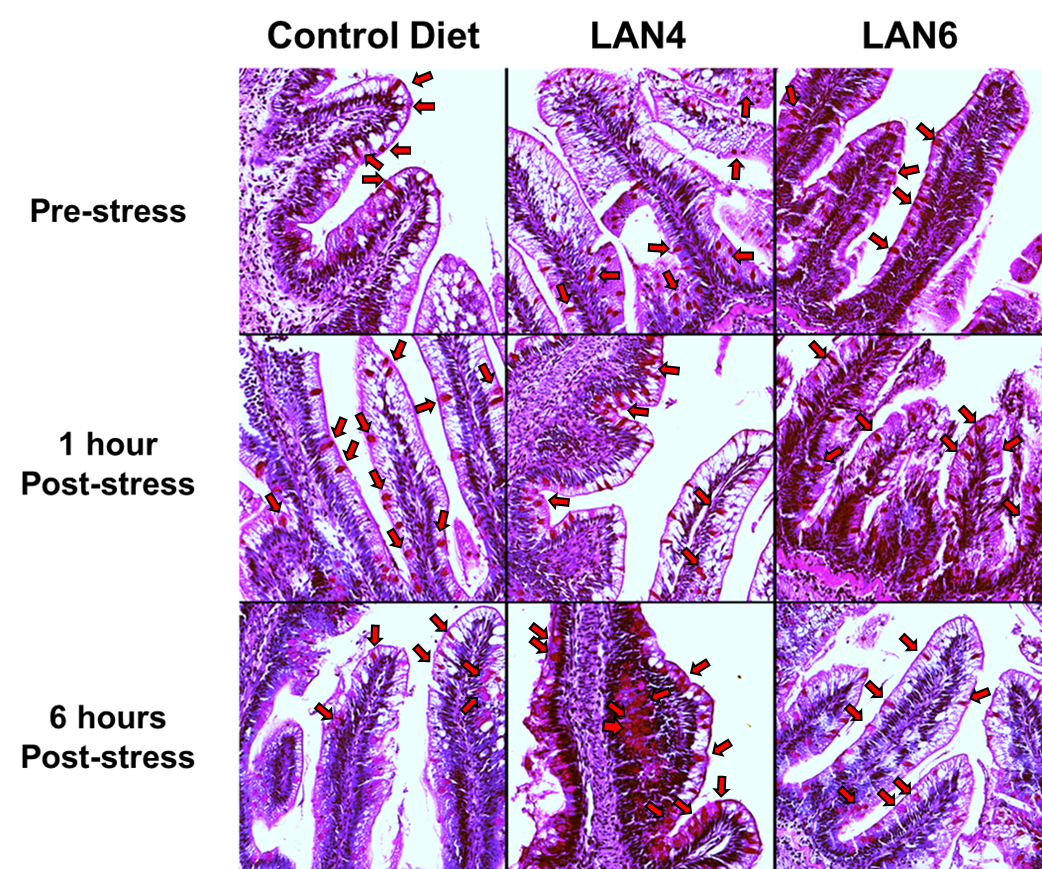

**Supplementary Figure 1.** Periodic acid–Schiff (PAS)-stained tissue sections of DI from Atlantic salmon. Left panels: Control diet. Center panels: LAN4. Right panels: LAN6. In red-brown: PAS+ goblet cells. Arrows: denote goblet cells

How the deposited data were processed for this re-analysis (not part of the article)

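The data came from gills of Atlantic salmon fed a control diet (CD) or the same diet with the LAN4 yeast product. The fish were sampled at pre-stress and at 1 h and 6 h after they had been held out of the water. Each of the 6 groups had 3 fish and each fish gave 1 library, so there were 18 libraries. The paper extracted RNA with a column kit, measured RNA integrity, and sequenced paired-end reads on an Illumina NovaSeq system. It does not say which libraries shared a preparation batch. By the alignment names in the file headers, all 1 h libraries were on lane 1 and all pre-stress and 6 h libraries on lane 3, so the diets were compared within a lane at each sampling time, and the 1 h and pre-stress samples were not. Fish of one group were taken as replicates, and the replicate numbers of the labels were tried as a block. The paper moved the fish of each diet into several tanks before the stress and does not say which tanks the sequenced fish came from. Fish of one group may thus have shared a tank, and tank then cannot be separated from diet or from sampling time. All tests between groups take the fish as independent.

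The authors aligned the reads with the nf-core rnaseq pipeline to the salmon assembly named in the paper and deposited 1 file of counts per library. Its values are raw counts, the number of fragments that featureCounts assigned to each gene of the Ensembl gene set, without normalization. The files also list the other columns that featureCounts writes, the position, strand and summed exon length of each gene, which served here to place genes on the genome. The counting was reverse-stranded and by fragment, it left out reads that mapped to several places or to overlapping genes, and it did not leave out marked duplicates. The authors then called DEGs with SARTools at an adjusted p under 0.05 and tested terms with ShinyGO. The paper's text does not name which of the tests offered by SARTools was used, nor which libraries were in the model.

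Each file lists 69389 genes, of which 59086 lie on numbered chromosomes. The median number of counted fragments per library was 16754108 in CD and 14854007 in LAN4 at pre-stress, 16287797 in CD and 16049791 in LAN4 at 1 h, and 14755607 in CD and 15002442 in LAN4 at 6 h. The coefficient of variation of these totals was 1.07% over the 6 h libraries and 15.3% over the 12 others. Complete chromosomes carried between 72.29% and 72.73% of the counts in the 12 pre-stress and 1 h libraries and between 79.88% and 99.08% in the 6 h libraries. They hold 42615 genes. A chromosome was taken as complete in a library when its share of genes detected was at least 0.9 of the mean share in the 12 pre-stress and 1 h libraries. Counts are fragments without molecular identifiers, so the errors given are those between fish.

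All computing was done with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by the filterByExpr function of edgeR on the 6 groups. Counts were normalized with TMM, and a negative binomial model with 1 mean per group was fitted to all 18 libraries (estimateDisp, robust glmQLFit, glmQLFTest). LAN4 was compared with CD at each sampling time, each post-stress time with pre-stress within a diet, and the changes after stress between the diets as an interaction. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A fold against a group in which all libraries had at most 3 counts is given as a lower bound, computed against 3 counts. CPM values are counts scaled to the normalized library size, given as mean and SD over the fish of a group.

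Genes were named by a rule. Among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the diets, the 3 with the largest increase and the 3 with the largest decrease in each comparison of the diets were named, and members of the families behind the paper's terms that passed the threshold. Genes outside this rule are marked where they appear. RefSeq names were given to 34219 genes whose span overlapped a RefSeq gene by at least 0.5 of both spans, and 12.4% of these shared a start or an end with it.

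The paper's term enrichment rests on gene lists that were not used here. Families of genes for kinds of term shown in Figure 5, but not for vasculature development, oxidation-reduction or general metabolic processes, were tested in the DEG lists with a one-sided Fisher's exact test and in all tested genes with camera from limma at an inter-gene correlation of 0.01. Marker scores of skeletal muscle, erythrocytes, cartilage and of genes that respond to hypoxia or glucocorticoids are the mean log2 CPM (prior count 2) of the marker genes, each centred on its mean over all libraries. They were compared with a two-sided exact permutation test of 3 fish against 3, which cannot go below 0.1. Only a minority of the names on each marker list matched a gene, so the scores describe the matched genes and are not a full check of the tissue.

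The models, comparisons, families, marker lists, naming rule and the following alternatives were fixed before the data were examined. They were DESeq2 on all libraries, the likelihood ratio test of edgeR on genes with more than 1 CPM in 3 libraries, the size factors of DESeq2 in edgeR, no filter, at least 10 counts in every library, the libraries compared only, the replicate block, a muscle score covariate, each fish left out in turn, a prior count of 0.5 and the median over marker genes for the scores, and for families a background of all genes tested and camera. The alternatives on complete chromosomes and those with DESeq2 on the libraries compared only were added after seeing the data. One family pattern, that of the nuclear receptors, was corrected after the data were seen because it matched a gene of another kind.

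The tests were tested on simulated data with 33024 genes in 18 libraries, of which 200 were changed by a log2 fold change of 2 between the diets at pre-stress. With counts on all chromosomes, edgeR called 185 of the 200 and 5 unchanged genes. With the counts of the 6 h libraries removed beyond the positions at which they stop, it called 139 of the 200 and 2 unchanged genes. With complete chromosomes only it called 128 of the 137 changed genes there and 4 unchanged genes. DESeq2 on the 6 libraries compared called 185 of the 200 and 57 unchanged genes, which were 23.6% of its calls, and edgeR on these 6 libraries called 176, with 8.3% of its calls among unchanged genes. No difference between the diets was simulated at 6 h, where DESeq2 on the 6 libraries called 29 genes with all counts, 63 with the counts removed as in the files and 16 on complete chromosomes only, while edgeR on all libraries called 1 with all counts and 0 with the counts removed. Recovery under the likelihood ratio test and under the other filters was not simulated.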

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

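The splits of the fish were planned, while the tests of the counts missing at 6 h, of genes without counts in a whole group and of the sequencing lane were chosen only after the results were seen.

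The change from pre-stress to 1 h post-stress differed between the diets for 4 genes by the interaction test of edgeR, with 2529 genes at an unadjusted p under 0.05. The genes, named after their values were seen, were LOC123724424 (adjusted p = 0.0192), ENSSSAG00000119753 on chromosome 13 (log2 fold change 3.45, standard error 0.45, adjusted p = 0.0237), abcb3 (adjusted p = 0.000811) and LOC123730958 (adjusted p = 0.00097). Over the alternatives the adjusted p reached 0.0933 for LOC123724424, 0.125 for ENSSSAG00000119753, 0.0101 for abcb3 and 0.0153 for LOC123730958. LOC123724424 had 0 counts in the 3 CD pre-stress fish, and abcb3 and LOC123730958 had 0 in the 3 CD fish of 1 h. Among the 32 swaps of the diets within same-numbered pairs, 1 gave as many genes, the real one, and the highest of the others was 3.

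Genes of this kind were common in single fish. Of 40 genes with at most 1 count in some of the 12 pre-stress and 1 h libraries and at least 20 in the rest, 92.5% differed between fish of one group, so presence or absence of a gene in single fish is a candidate explanation for such calls. Of the 9 genes without counts in exactly 3 fish, 3 were absent from the 3 fish of one group, and 20 of 10000 relabellings of the libraries gave as many, a share of 0.002. These 3 are the calls that led to this count, and 2 of them are neighbours absent from the same fish, so chance placement of such genes over the fish cannot be told apart from other explanations. Whether the fish of a group were relatives or shared a tank could not be tested, and a shared tank would be confounded with diet. The diets shared a lane at each of these times, and the libraries held at least 13411122 counted fragments in CD and at least 10128626 in LAN4, so neither lane nor depth accounts for 0 counts in CD. Reads shared between paralogs were not tested for these genes, and the diet effect cannot be told apart from differences between the fish.

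For the gill RNA-seq, the paper does not report changes over time. From pre-stress to 1 h, edgeR called 294 genes in CD (210 higher and 84 lower) and 185 in LAN4 (166 higher and 19 lower). In both comparisons 1 of the 4 splits of the 6 fish that part the same-numbered pairs gave as many genes, the real one. The 6 other splits keep some pairs together, and the highest among them was 0 in CD and 2 in LAN4. The diets shared 109 genes, where 1.63 would be shared by chance, and all 109 changed in the same direction, 106 of them upward. The fold changes of the 370 genes called in either diet were correlated between the diets (Pearson r = 0.714 across genes, which are not independent replicates). Among them were immediate early genes such as ccn1, with a log2 fold change of 2.92 in CD and 3.22 in LAN4, and ier2, with 2.72 and 3.11, chosen after their values were seen. A response to the stress could explain the 109 shared genes, but all 1 h libraries were on lane 1 and all pre-stress libraries on lane 3. The 6 h libraries were on lane 3 as well, and of the 102 shared genes tested on complete chromosomes, 34 (33.3%) were called there from pre-stress to 6 h in the same direction in at least 1 diet and 22 in both, against 5% of the genes not called at 1 h, counted in either direction. Among the 22 was junb, chosen after its values were seen, with a log2 fold change at 6 h of 1.35 in CD and 1.10 in LAN4 (adjusted p = 0.0115 and 0.029). Lane does not account for the changes of these 34 genes at 6 h. The same pre-stress fish serve in both comparisons, however, and the overlap that this alone would give was not computed. For all 109 shared genes, the response at 1 h therefore cannot be told apart from the sequencing lane.

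From pre-stress to 6 h, edgeR called 7346 genes in CD and 5325 in LAN4, of which 6367 and 4372 were lower at 6 h. In both comparisons 1 of the 4 splits that part the same-numbered pairs gave as many genes, the real one, and the 6 other splits gave 0. In CD 87.9% of the lower genes lie outside complete chromosomes, and in LAN4 85.7%. The median log2 fold change of all genes was -0.17 in CD and -0.16 in LAN4 with TMM, much the same with the size factors of DESeq2, and 0.01 and -0.01 on complete chromosomes. With complete chromosomes only, 719 genes were called in CD (418 higher, 301 lower) and 876 in LAN4 (547 higher, 329 lower). These values suggest that most of the lower genes reflect the counts missing from the 6 h libraries, and the genes that remain on complete chromosomes may reflect the stress. At 6 h and at pre-stress the libraries were on the same lane. If the fish of a group shared a tank, however, tank cannot be separated from time here.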

How the results depend on the processing

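No test of its own was chosen after the results for the ranges below, but the settings on complete chromosomes and those with DESeq2 on the libraries compared only were chosen after seeing the data. The cause was not tested for any change below unless a value is given.

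The number of DEGs between the diets depended on the test and on the libraries. With DESeq2 on all libraries it was 137 at pre-stress, 54 at 1 h and 1737 at 6 h, and with the likelihood ratio test of edgeR 3, 8 and 1955. Of these 6 h calls, 719 and 1788 lie outside complete chromosomes, where counts of 6 h libraries are missing. With at least 10 counts in every library the number of DEGs was 0, 0 and 187 (1819 and 1783 genes at an unadjusted p under 0.05 at the first 2 times). With the replicate block it was 0 at pre-stress and 2 at 1 h, and with the libraries compared only 24 and 7. On complete chromosomes it was 2, 0 and 136 (1928 genes at an unadjusted p under 0.05 at 1 h), and with the muscle score as a covariate there it was 0 at 1 h (2860 at an unadjusted p under 0.05). DESeq2 on the 6 libraries gave 362, 106 and 1107, and on complete chromosomes 269, 54 and 646. The size factors of DESeq2 in edgeR and the absence of a filter left the numbers at 1, 4 and 0. With each fish left out in turn they lay from 0 to 2 at pre-stress, from 2 to 5 at 1 h and from 0 to 2597 at 6 h.

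For the 1 h changes from pre-stress, DESeq2 called 1325 genes in CD and 644 in LAN4, the likelihood ratio test 103 and 67, and DESeq2 on the libraries compared 1539 and 691, or 1037 and 488 on complete chromosomes. In CD the number was 493 with at least 10 counts in every library, 579 with the libraries compared only and 443 on complete chromosomes. Leaving out a fish gave from 114 to 236 in CD and from 129 to 166 in LAN4. For the 6 h changes, the number fell to 773 in CD and 943 in LAN4 with at least 10 counts in every library, to 719 and 876 on complete chromosomes, and to 657 and 1024 with DESeq2 on complete chromosomes. Leaving out a fish gave from 6626 to 11343 in CD and from 4698 to 9008 in LAN4.

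For the interaction at 1 h, DESeq2 called 91 genes, the likelihood ratio test 11, at least 10 counts in every library 0 (2105 at an unadjusted p under 0.05), complete chromosomes 2, and DESeq2 on the libraries compared 130, or 91 on complete chromosomes. At 6 h these were 403 with DESeq2, 1735 with the likelihood ratio test, 1 without a filter, 1 on complete chromosomes, 250 with DESeq2 on the libraries compared and 6 there on complete chromosomes. Of the 403, 1735 and 250 genes, 365, 1708 and 224 lie outside complete chromosomes, where counts of 6 h libraries are missing. Leaving out a fish gave from 2 to 7 at 1 h and from 0 to 0 at 6 h, where 2711 genes had an unadjusted p under 0.05 with all fish.

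With the Fisher test each family had an adjusted p of 1, the only value possible because no family member was among the DEGs. Camera, a different test of the whole set, gave an adjusted p of 0.000806 for the collagens and 0.0048 for the creatine kinases at pre-stress, 0.000668 for the hemoglobins and 0.00318 for the glutathione transferases at 1 h, and 0.000668 for the collagens and 0.000806 for the creatine kinases at 6 h. For DESeq2 on the libraries compared the adjusted Fisher p was 0.00442 for the glycolytic enzymes at pre-stress, 0.0298 for the hemoglobins at 1 h and 0.000845 for both the collagens and the creatine kinases at 6 h. With complete chromosomes as well it was 0.0381 for the collagens at pre-stress, 0.0303 for the hemoglobins at 1 h, and 3.96e-06 for the collagens and 0.035 for the creatine kinases at 6 h. For the dioxygenases at 6 h camera gave 0.0867 with all chromosomes and 0.0356 on complete chromosomes. For the phosphoglycerate mutases, glucose-6-phosphate isomerase, the nuclear receptors, galactose genes and elongases no alternative fell below 0.05 at the times for which the paper names them.

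The hypoxia-responsive score at pre-stress differed by 0.045 between LAN4 and CD with the mean over genes and by -0.26 with the median. Among the named genes and the other scores, 36 results became weaker and 1 moved under the alternatives planned, 135 did not change, and under those added 1 became weaker, 3 moved and 30 did not change. The log2 fold changes of the named genes kept their sign under all alternatives that tested them.

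The counts missing at 6 h limited the model of all 18 libraries. Its prior degrees of freedom were 1.32, against 5.53 on complete chromosomes. In simulated data with 200 genes changed at pre-stress, edgeR called 92.5% of them with all counts and 69.5% with the counts removed as in the files, so a difference at pre-stress can be missed by that model. With complete chromosomes only it called 93.4% of the changed genes there, and in the real data 2 genes at pre-stress. For changes of the simulated size on these chromosomes, the missing counts thus do not account for the few calls at pre-stress. DESeq2 on the 6 libraries called 92.5% of the 200 simulated genes as well, and 23.6% of its calls were unchanged genes. At 6 h, its dispersion prior variance was 3.69 with all genes and 0.486 on complete chromosomes, and 544 of its 1096 calls on complete chromosomes were not called with those chromosomes alone.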

Differences from the paper's values

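The paper reports 238 genes up and 125 down in LAN4 at pre-stress, and edgeR on all 18 libraries called 1 up and 0 down, with 2394 genes at an unadjusted p under 0.05. At 1 h post-stress the paper reports 73 up and 33 down, against 3 and 1 here. At 6 h post-stress it reports 686 up and 421 down, against 0 and 0 here, with 5192 genes at an unadjusted p under 0.05.

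Of the alternatives set before the data were examined, DESeq2 on all libraries came within 1.5 times the paper's value for the genes down at 6 h, with 316, and gave 1421 up at that time. None of the others came within this range of any of the paper's 6 counts. With DESeq2 on all libraries the counts were 96 up and 41 down at pre-stress and 38 and 16 at 1 h. With the likelihood ratio test of edgeR, 1936 genes were up and 19 down at 6 h.

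DESeq2 on the 6 libraries of each comparison, a setting chosen after seeing the values, called 238 up and 124 down at pre-stress, 73 up and 33 down at 1 h, and 686 up and 421 down at 6 h. These counts equal the paper's except for the genes down at pre-stress, 124 here and 125 in the paper. The match at 6 h argues that the paper's 6 h counts came from the same files, in which counts stop partway along the genome. With complete chromosomes only, also chosen after seeing the values, the same test gave 180 up and 89 down at pre-stress and 492 up at 6 h, within 1.5 times the paper's counts. It gave 40 and 14 at 1 h and 154 down at 6 h, which are outside that range.

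The paper states that the number of genes was highest at 6 h. With edgeR on all libraries it was highest at 1 h, with 4 genes. The largest count was at 6 h with DESeq2, with the likelihood ratio test, with at least 10 counts in every library and on complete chromosomes (137, 54 and 1737 genes at pre-stress, 1 h and 6 h with DESeq2 on all libraries). Of these 1737 genes, 719 lie outside complete chromosomes, as do 1788 of the 1955 called at 6 h by the likelihood ratio test. Counts are missing there from 6 h libraries, so such calls may come from the missing counts. With edgeR on the libraries compared only, the largest count was at pre-stress (24, 7 and 0 genes). It was at 1 h with the replicate block (0, 2 and 0) and with the muscle score covariate (1, 3 and 0). The same held without a filter and with the size factors of DESeq2 (1, 4 and 0 each). The paper also states that more genes rose than fell in LAN4 at each time. With edgeR on only the libraries compared, 9 rose and 15 fell at pre-stress and 3 rose and 4 fell at 1 h.

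The paper lists phosphoglycerate mutase activity among the terms raised in LAN4 at pre-stress. The genes matched by symbol, pgam1 and pgam5, had a median log2 fold change of -0.12, with neither at an unadjusted p under 0.05. Whether pgam5 has this activity was not checked, so these values do not count against the term. The paper also lists glycolysis, and 7 of 18 genes were higher here, with a median of -0.04. With DESeq2 on the 6 libraries, chosen after seeing the values, 3 glycolytic genes were called and the adjusted Fisher p was 0.00442. These were pfkma, eno3 and ENO3, and both eno3 and ENO3 are also on the skeletal muscle marker list. At 1 h the paper lists receptor signaling and ligand-activated transcription factors. Here 8 of 19 nuclear receptor genes were higher, with a median of -0.05. At 6 h it lists galactose metabolism and fatty acyl-CoA synthesis as lowered. Here 4 of 4 galactose genes were lower with a median of -0.05 and 0 at an unadjusted p under 0.05, and of the 2 elongases tested elovl6 was lower with -0.64.

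The paper's raised collagen, creatine kinase, hemoglobin and glutathione transferase terms had an adjusted Fisher p of 1 here. No member of these families was among the DEGs, so the test could give no other value and does not count against the terms. The families were below 0.05 in settings that follow. With camera, set before the data were examined, the collagens (0.000806 at pre-stress and 0.000668 at 6 h), the creatine kinases (0.0048 and 0.000806), the hemoglobins at 1 h (0.000668) and the glutathione transferases at 1 h (0.00318) were below it. With DESeq2 on the 6 libraries, chosen after seeing the values, the collagens and the creatine kinases at 6 h (0.000845 each) and the hemoglobins at 1 h (0.0298) were below it. On complete chromosomes the values of that test were 3.96e-06, 0.035 and 0.0303, and 0.0381 for the collagens at pre-stress. Dioxygenases at 6 h had an adjusted camera p of 0.0867, and 0.0356 on complete chromosomes.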

Other observations

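The splits of the fish for the edgeR comparisons of all genes, the muscle score as a covariate of all genes and the scores of blood and cartilage were planned, while all other tests below were chosen only after the results were seen.

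The counts of all 6 libraries of 6 h stop at a position of the genome, while the totals of these libraries hardly differ. Position-sorted alignment files cut short before counting are consistent with this, since the counts end without a decline. Of the last 50 genes before the last counted one, the share detected was at least 0.972 of that in the libraries of the other times, in each of the 6 libraries. Which step ended early was not tested, and a different state of the fish at 6 h would not remove whole chromosomes.

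With edgeR on all genes, 0 genes differed between the diets at 6 h (5192 at an unadjusted p under 0.05), and 136 did with only complete chromosomes in the model. Of these, 134 were also called by DESeq2 on the 6 libraries and 120 by edgeR with at least 10 counts in every library. The missing counts could therefore account for the absence of calls with all genes. DESeq2 on the 6 libraries called 1107 genes with all chromosomes and 646 with complete chromosomes only, and 552 genes were called in both. The lower number suggests that part of the 1107 depends on the missing counts. Of the 1107, 1096 lie on complete chromosomes, so the excess is not made up of genes without counts.

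The splits of the 6 fish were compared among the 4 that part all same-numbered pairs, and 3 fish against 3 make 10 in all, so no share under 0.05 can be reached. With edgeR on all genes, as many DEGs between the diets as the real split gave came from 2 of the 4 at pre-stress, from 1 of the 4 at 1 h and from 4 of the 4 at 6 h, where other splits reached 1277 genes and those that keep pairs together 5257. On complete chromosomes it was 1 of the 4 at pre-stress, 4 of the 4 at 1 h, with 0 genes in the real split and 1928 at an unadjusted p under 0.05, and 1 of the 4 at 6 h. At pre-stress, 1 of the 6 splits that keep pairs together also gave as many as the real one. This held with all genes and on complete chromosomes. At 6 h on complete chromosomes the other 3 splits gave 0 genes and the 6 that keep pairs together at most 13. For the interaction at 6 h, 32 of the 32 swaps of the diets gave as many as the real one, which gave 0 genes (2711 at an unadjusted p under 0.05).

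Under DESeq2 on the 6 libraries, 1 of the 4 splits, the real one, gave as many DEGs at each time and on complete chromosomes at 6 h. The highest of the other 3 gave 56 genes at pre-stress, 29 at 1 h, 634 at 6 h and 27 at 6 h on complete chromosomes. Among the 6 splits that keep pairs together, 0 gave as many at pre-stress, where the highest was 42. At 1 h and at 6 h with all chromosomes, 2 of the 6 gave more than the real split, up to 354 and 2926 genes. On complete chromosomes at 6 h 0 did, with at most 259 genes. The calls of this test at 1 h and, with all chromosomes, at 6 h cannot be told apart from differences between single fish.

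For the camera tests, 1 of the 4 splits, the real one, gave as low a p for the collagens at pre-stress and 6 h, for the creatine kinases at pre-stress and 6 h, and for the hemoglobins and the glutathione transferases at 1 h. For the glutathione transferases 1 of the 6 other splits gave as low a p too. With the replicate block, the adjusted camera p was 0.00111 and 0.000802 for the collagens at pre-stress and 6 h, 0.011 and 0.00222 for the creatine kinases, 0.000802 for the hemoglobins and 0.00619 for the glutathione transferases. Camera was also below 0.05 for sets that the paper does not name at that time, the creatine kinases at 1 h (higher in LAN4, 0.000668), the glycolytic enzymes at 1 h (higher, 0.0428), the glutathione transferases at 6 h (lower, 0.00755) and the elongases at pre-stress (lower, 0.0375).

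One hypothesis was that skeletal muscle in some gill samples raises the creatine kinase, glycolytic and collagen genes in LAN4. Of the 37 names on the muscle list, 15 genes were matched, 8 of them on complete chromosomes. Their score was higher in LAN4 by 1.24 at pre-stress, 1.19 at 1 h and 1.45 at 6 h, with every LAN4 fish above every CD fish at each time. Over 8000 relabellings of the fish within each time, the share with as large a mean difference was 0.00025, the smallest they can give, and 0.00175 after adjustment over 7 sets, so chance placement of the fish is unlikely. With the score as a covariate, edgeR on all genes called 1 gene at pre-stress, as without it, which leaves the skeletal muscle covariate without a test there. On complete chromosomes at 6 h, the covariate took the number of DEGs, marker genes left out, from 138 to 0 (2203 at an unadjusted p under 0.05), but 27 of 40 scores shuffled within groups also left 0. The shuffled scores keep the difference between the diets, so this covariate decides nothing for or against muscle.

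Skeletal muscle tissue in some gill samples was therefore also tested between fish of one group, with the marker genes left out. Over all 46656 shuffles within groups, the share with as high a correlation with the muscle score was 0.00129 for 2 creatine kinases (r = 0.916), 0.00313 for 14 glycolytic enzymes (r = 0.839) and 0.613 for 11 collagens (r = -0.082). Muscle in the samples may thus contribute to the creatine kinases and glycolytic enzymes, though genes of muscle cells that change together within the gill would give the same. The collagens did not follow the score, and at 1 h, where it was higher in LAN4 by 1.19, they were not higher (camera, lower in LAN4, adjusted p = 0.348). The scores of the CD fish at 1 h were -0.196, -0.061 and -2.604. Much of that difference thus rests on CD replicate 3, and 1 h is a weak contrast for this question. These values give no support for muscle as the origin of the higher collagens, though a small contribution of muscle cannot be told apart from other origins.

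More blood in the LAN4 samples at 1 h might raise the hemoglobin genes. The score of 7 erythrocyte markers other than hemoglobin, of 20 names listed, was higher in LAN4 by 0.313 at 1 h (two-sided exact permutation p = 0.1, the smallest possible), while hbb1 differed by 1.17. The markers moved in the same direction by less, so blood cannot be told apart from a change in expression.

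More cartilage or gill arch in the LAN4 samples might raise the collagens. The score of 2 cartilage genes other than collagens on complete chromosomes was higher in LAN4 by 0.566 at 6 h. Over relabellings within each time its share was 0.0055, and 0.0181 after adjustment, with every LAN4 fish above every CD fish at 2 of the 3 times. With 5 of 26 names matched for cartilage, this cannot be told apart from a change in expression.

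Of the 15 names listed as glucocorticoid-responsive, 2 matched a gene, so the check against the paper's plasma cortisol is void. The hypoxia-responsive score had a share of 0.041 over relabellings, and 0.0718 after adjustment, with a mean difference of 0.22.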
